A study of Mus musculus with 12 samples. Its data were reported in "TENT5C extends Odf1 poly(A) tail to sustain sperm morphogenesis and fertility" (2026).

How the data were processed

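Nanopore direct RNA sequencing reads native poly(A) RNA molecules without making copies, so each read stands for 1 molecule. The data covered 12 libraries of mouse spermatids. They fell into 4 groups of 3 libraries each: elongated (ES) or round (RS) spermatids, from males that were either wt/wt or dcat/dcat at Tent5c. The dcat allele encodes a catalytically dead form of TENT5C, a non-canonical poly(A) polymerase. Per the study's methods, spermatids were sorted by flow cytometry on Hoechst fluorescence and light scatter, and each library was made from pooled RNA of 3 mice after selection on oligo(dT) beads. Groups and replicate numbers were taken from the sample labels alone.

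The authors called bases with Guppy and aligned the reads with minimap2 to the transcripts of GENCODE vM17 on build GRCm38. They kept reads whose poly(A) tail passed the Nanopolish quality call and demultiplexed them with Deeplexicon. The deposited count table held whole-number counts of reads per contig, with no normalization, for 12114 contigs. Of these, 11517 were transcripts and 597 carried repeat names. A contig is here 1 reference sequence to which reads were assigned, so a gene with several transcripts has several contigs. The table had 0 lines without a contig name. The authors also deposited log2 fold changes from DESeq2 for ES against RS in wt/wt and for dcat/dcat against wt/wt in each stage. The accompanying p-value columns hold DESeq2 p-values that the authors adjusted by the Benjamini-Hochberg method. These tables served only for a comparison of calls. Selection on poly(A), the tail quality filter and assignment among overlapping transcripts of 1 gene can all change counts, and none of them can be undone from counts.

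Positions and transcript types came from the GENCODE vM21 annotation of build GRCm38. It is a later release of the annotation on the same build, and 11344 transcript contigs (98.5%) were found in it by identifier. A gene symbol was given for 11225 contigs, which covered 7011 symbols. Of these symbols, 2635 had more than 1 contig. Repeat contigs have no position here, because their names do not give one. Contigs of 1 gene share sequence, as do multi-copy genes and their pseudogenes, so values of single contigs in such families are uncertain.

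Total counts per library ran from 337287 to 1359427. The median contig had 216 counts over all 12 libraries. A count of 3 was taken as the floor, since a true mean of 3 gives a count of 0 in few libraries. In single libraries this floor corresponded to 2.21 to 8.90 CPM, which are counts scaled to a common library total. After the TMM scaling described below it ran from 1.77 to 10.6 CPM, and fold bounds use these scaled floors. Floors cover counting error only. No 2 libraries held identical counts (0 identical pairs).

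Counts were tested with edgeR 4.0.16 in R 4.3.3. Libraries were scaled by TMM, which corrects for the composition of a library. Contigs with at least 10 reads in at least 2 libraries of at least 1 group were kept, which left 11831. A quasi-likelihood model with 1 mean per group was fitted to all 12 libraries, so that all groups shared 1 estimate of the spread. Empirical Bayes moderation was not robust. Contigs with a Benjamini-Hochberg adjusted p-value (q) at or under 0.05 were called. Unless another test is named, every q and every unadjusted p given for a contig comes from this edgeR quasi-likelihood test, with Benjamini-Hochberg adjustment for q. The standard error (SE) of a log2 change was its size divided by the square root of F. Per-library values are CPM after TMM scaling.

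There were 5 comparisons: ES against RS in each genotype, dcat/dcat against wt/wt in each stage, and the stage by genotype interaction. The study used DESeq2, which was run here as an alternative (DESeq2 1.42.0). A list of 18 genes the study discusses was read from the same fit, with q over all contigs and adjusted over the list alone. Lists of Leydig (12 genes), Sertoli (14 genes) and meiotic (16 genes) markers were tested with camera of limma 3.58.1. Camera used a preset correlation of 0.01 on log2 CPM with a prior count of 2. Camera with an estimated correlation and fry were run beside it. The share of counts on repeat contigs and on the 10 most abundant contigs was compared by an exact two-sided permutation test, in which labels were permuted within the other factor (400 arrangements, smallest possible p 0.005). These choices, the lists and the alternatives were made before the data were examined, except where stated otherwise.

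Single contigs were named by 1 rule. It took all 18 genes of the study's list, and for each comparison up to 5 risen and 5 fallen contigs with a symbol, the smallest q and no overlap between the groups. A comparison without calls gave the 3 contigs with the smallest p. For a gene of the study's list with several contigs, the one with the most counts is given.

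The labels number the replicates 1 to 3 in every group. Whether the numbers pair libraries was checked by correlating, over all tested contigs, the deviations of same-numbered libraries from their group means. In RS between genotypes, r was 0.696, 0.385 and 0.467 for replicates 1, 2 and 3. In dcat/dcat between stages, it was 0.519, 0.252 and 0.291. Both comparisons passed the criterion of r over 0.1 in every pair. Between differently numbered libraries, the highest r was 0.271 in RS and 0.193 in dcat/dcat, each between replicates 2 and 3. These also exceed 0.1, though they are lower than every same-numbered r of their comparison. Deviations from a mean of 3 libraries sum to 0, so a shared outlying replicate 1 can make replicates 2 and 3 correlate. The criterion alone therefore does not show that numbers 2 and 3 mark pairs. Per the study's methods, a mouse of every genotype was sorted in each session, and the cell types came from the same mice. Neither the methods nor the labels say whether the replicate numbers follow these sessions, so the numbers were taken as pairs only where the correlations passed. A fit with the replicate number as a block was run as an alternative to every comparison.

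The other alternatives were DESeq2 size factors, total counts only, filterByExpr, at least 10 counts in every library, no filter, counts summed by gene symbol, transcript contigs only, robust moderation, only the 6 libraries compared, and leaving out each library in turn. Further lists (16 second Leydig, 12 myeloid and 10 peritubular genes) and a block by replicate number within each stage were added after the data had been seen.

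The fits were tested on simulated data with the real means and library sizes and 200 changed contigs. Changed contigs were drawn only from those whose mean ES count exceeded the median count of every ES library (7 to 15). The recoveries therefore do not cover contigs with lower counts. Without replicate effects, over 11099 contigs, the fit recovered 98% of contigs changed 4-fold and 33% of those changed 2-fold, with 7 false calls among 138. With replicate effects, over 11046 contigs, the fit recovered 85% and 7% without the block and 100% and 65% with it. The simulated replicate effects were the same in all 4 groups. In the real ES libraries, r between genotypes was 0.0336 for replicate 3, so recovery with the block may be lower there. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3. Poly(A) tail lengths, terminal modifications, other cell types and other genotypes of the study were not analysed here.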

Results

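Transcript abundance was measured by nanopore direct RNA sequencing in sorted mouse spermatids of 2 stages and 2 Tent5c genotypes. Round spermatids (RS) are the haploid cells that follow meiosis, and elongated spermatids (ES) are the later cells in which the nucleus condenses and the flagellum forms. The dcat/dcat males carry a catalytically dead form of TENT5C, an enzyme that adds poly(A) to RNA, and wt/wt males carry the normal form. Each of the 4 groups had 3 libraries. Total counts were 919491, 662269 and 1359427 in RS wt/wt, and 736096, 604637 and 958704 in RS dcat/dcat. They were 639432, 696687 and 337287 in ES wt/wt, and 570337, 502689 and 714163 in ES dcat/dcat. ES wt/wt replicate 3 was therefore the shallowest library. Before TMM scaling, a floor of 3 counts stood at 8.90 CPM in it against 2.21 CPM in the deepest one. Of 12114 contigs counted, 11831 passed the filter and were tested.

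Tent5c itself was examined first, in every library. Its contig ENSMUST00000061455 covers chromosome 3 from 100468057 to 100489324 on the minus strand of GRCm38 and has 2 exons. Counts in replicates 1, 2 and 3 were 288, 287 and 592 in RS wt/wt and 257, 268 and 490 in RS dcat/dcat. In ES they were 420, 468 and 229 in wt/wt and 381, 390 and 660 in dcat/dcat. After TMM scaling, the mean in RS was 310 ± 61.8 CPM in wt/wt and 343 ± 65.0 CPM in dcat/dcat (SD, n = 3). In ES it was 862 ± 46.3 CPM and 990 ± 116 CPM (SD, n = 3). The log2 difference of dcat/dcat against wt/wt was 0.15 in RS (SE 0.184, unadjusted p 0.440) and 0.20 in ES (SE 0.183, unadjusted p 0.293). Without RS wt/wt replicate 1 the RS value was -0.02. The allele changes the protein and not the transcript level by design, so these counts do not check the genotype labels. Tent5c rose from RS to ES by 1.47 on the log2 scale in wt/wt (SE 0.187, q 2.6e-05) and by 1.53 in dcat/dcat (q 2.2e-05).

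The first comparison asked which transcripts gained or lost share of the RNA pool during elongation, a period of little transcription that the study used to infer stability. In wt/wt, 4766 of 11831 contigs (40.3%) differed between ES and RS by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 2813 were higher in ES and 1953 were lower, and 2515 and 1314 of them changed at least 2-fold. The 3 ES libraries lay entirely above or below the 3 RS libraries for 6302 contigs (53.3%), where chance gives 10%. Filter and scaling moved the number of calls most. With at least 10 counts in every library, 2588 of 3719 contigs passed, and 48.0% of them were higher in ES against 59.0% in the full set. The balance of directions moved with the scaling. With total counts only, 7364 contigs passed and 26.5% were higher in ES, because the log2 change of the median contig shifted by -0.71. In the TMM scaling the median log2 change was -0.24. All changes between stages are given on the TMM scale, as changes relative to the bulk of contigs.

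The rule for named contigs picked Akap4, Tmem269, Znrf4, Isg20l2 and 4930544D05Rik among those that rose. Akap4 (ENSMUST00000057101, chromosome X from 7067519 to 7078609, GRCm38) went from 191 ± 24.2 CPM in RS wt/wt to 1714 ± 104 CPM in ES wt/wt (SD, n = 3). Its log2 change was 3.16 (SE 0.155, q 4.7e-08). The other 4 rose by 2.31 to 3.46. Among those that fell, the rule picked Spesp1, Gkap1, Gk2, Hdgfl1 and Cfap36. Spesp1 (ENSMUST00000056949, chromosome 9 from 62270729 to 62282208) went from 377 ± 11.2 CPM to 134 ± 8.61 CPM (SD, n = 3). Its log2 change was -1.49 (SE 0.152, q 4.1e-06). The other 4 fell by up to 1.47 on the log2 scale. These 10 contigs kept direction and call in each alternative run for them.

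The same question was asked in dcat/dcat. There, 4849 contigs (41.0%) differed between stages by the same test, 2844 higher and 2005 lower in ES. With total counts only, 28.2% of calls were higher in ES against 58.7% in the TMM scaling, with a median shift of -0.66. With at least 10 counts in every library, 2562 contigs passed. Groups did not overlap for 6025 contigs (50.9%), where chance gives 10%. Of the called contigs, 3915 were called in both genotypes, all in the same direction, while 851 were called in wt/wt only and 934 in dcat/dcat only. Across contigs, the changes in both genotypes had a Pearson r of 0.899 and a Spearman rho of 0.857. These comparisons share no libraries, and contigs are not independent replicates. The named contigs that rose in dcat/dcat were Akap4, Znrf4, Isg20l2, 1700009N14Rik and Aldh1l1, by up to 2.93. Those that fell were Gk2, Gkap1, Spesp1, Spink2 and Hdgfl1, by 1.23 to 1.52 on the log2 scale. The rule named 7 of these 10 in both genotypes.

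**Figure D1:**
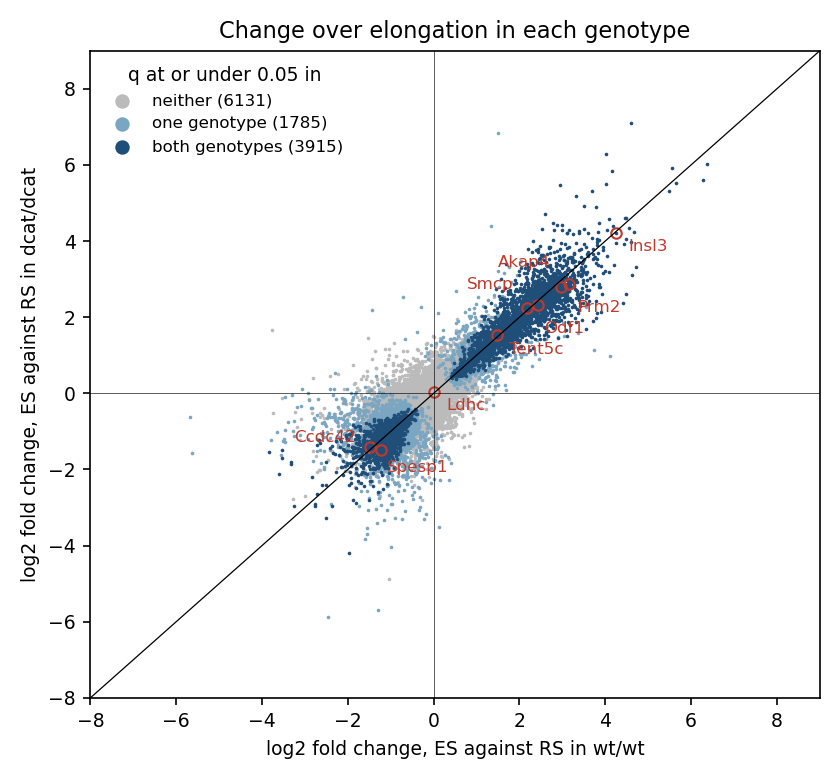
Log2 fold change of ES against RS for each of 11831 contigs, in wt/wt on the horizontal and dcat/dcat on the vertical axis, coloured by whether the contig was called in neither, 1 or both genotypes. The 3915 contigs called in both lie near the diagonal on the same side of 0, and selected genes are circled.

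Transcripts that the study discusses were read next, as a list of 18 genes with 37 tested contigs. The study chose some of these genes on these samples, by poly(A) tail length, so a count adjusted over the list alone is not independent evidence. In wt/wt, 30 contigs passed between stages with q over all contigs, 27 higher and 3 lower in ES. Adjusted over the list alone, 32 passed, 28 higher and 4 lower. The log2 changes ranged from -1.22 to 4.48. In dcat/dcat 31 passed, 27 higher and 4 lower, and 32 did so adjusted over the list alone. Summing contigs by gene changed the counts most, to 16 and 17 of 18 genes, because fewer units were tested.

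Odf1 (ENSMUST00000081966, chromosome 15 from 38219203 to 38226735, GRCm38) encodes a protein of the outer dense fibres of the sperm tail. It went from 781 ± 126 CPM in RS wt/wt to 3534 ± 577 CPM in ES wt/wt (SD, n = 3). Its log2 change was 2.18 (SE 0.181, q 1.7e-06), and it rose in dcat/dcat as well (q 3.1e-06). Smcp rose by 2.43, Prm1 by 3.10, Prm2 by 2.96, Tnp1 by 2.85 and Tnp2 by 2.95 in wt/wt, with Tnp1 having the largest q of these, 4.74e-06. Odf2, Spag4, Tssk2 and Wdr64 rose by 1.61, 1.77, 2.14 and 2.99. Odc1 rose by 0.60 with q 0.0404, and it was called in 1 of the 6 fits that each left out 1 library. It changed by -0.12 with total counts only. Ldhc changed by 0.02 (q 0.937) and Papolb by 0.11 (q 0.564), and with total counts only both fell, with log2 changes of -0.70 and -0.61. Ccdc42 changed by -1.22 (q 0.00160). Ccna1 (ENSMUST00000197238) changed by -1.21 (q 0.0160), and without ES wt/wt replicate 2 by -0.99 (q 0.109). Insl3 (ENSMUST00000034261) went from 23.0 ± 12.8 CPM to 443 ± 139 CPM (SD, n = 3), a log2 change of 4.25 with q 1.6e-05. Ptgds rose by 4.48 (q 3.97e-04) from counts of 4, 1 and 1 in RS wt/wt. Of the Leydig cell markers listed with them, Aldh1a1, Cyp11a1 and Cyp17a1 rose by 3.68 to 4.19 in the same libraries. Fabp3 was at or under the floor in RS wt/wt (counts of 2, 1 and 2), so it was at least 26.9-fold higher in ES wt/wt. Fdx1 changed by -0.20 (q 0.566). A second Leydig list, added after the data had been seen, had a median of 0.30.

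The effect of the catalytic mutation on abundance was asked in each stage. In RS, 0 contigs differed between dcat/dcat and wt/wt by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, with a smallest q of 0.999951. At an unadjusted p under 0.05 there were 98 contigs (0.828%). In ES, 0 contigs differed as well, with a smallest q of 0.999967 and 356 contigs (3.01%) at an unadjusted p under 0.05. Groups did not overlap for 628 contigs (5.31%) in RS and for 906 (7.66%) in ES, against the 10% that chance gives. The interaction tested whether the change between stages differed between genotypes. It called 0 contigs, with 170 at an unadjusted p under 0.05. Leaving out 1 library moved these numbers to between 84 and 241 in RS, 247 and 943 in ES, and 143 and 434 in the interaction. The highest came without RS dcat/dcat replicate 1 in RS and without ES dcat/dcat replicate 1 in the other two. In data simulated for ES with replicate effects, the fit recovered 85% of 4-fold and 7% of 2-fold changes without a replicate block, and 100% and 65% with it. Recovery in RS, in the interaction and for contigs with low ES counts was not simulated.

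Same-numbered RS libraries of both genotypes deviated together, and a fit with the replicate number as a block called 3 contigs in RS, all higher in dcat/dcat. They were the repeat contig B4A_dup6413, Mnd1 and Rps3a3, each with q 0.0365, and they are named for being so few, after their values were seen. B4A_dup6413 went from 0.790 ± 1.37 CPM to 13.8 ± 4.18 CPM (SD, n = 3). Mnd1 (ENSMUST00000047368, chromosome 3 from 84087933 to 84155786, 8 exons) had counts of 5, 3 and 0 in RS wt/wt and of 10, 14 and 30 in RS dcat/dcat. Rps3a3 (ENSMUST00000074680, chromosome 13 from 108670603 to 108671397) is a processed pseudogene 98.9% identical to the transcript of Rps3a1, and its counts are uncertain for that reason. It had 0 counts in every wt/wt library, and 0, 11 and 17 in RS dcat/dcat, at least 3.63-fold higher than the floor. Without the block, the smallest p in RS belonged to B4A_dup6413 (2.4e-04), Mnd1 (2.5e-04) and a retained-intron contig of Nek7 (4.3e-04), none of which passed.

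**Figure D2:**
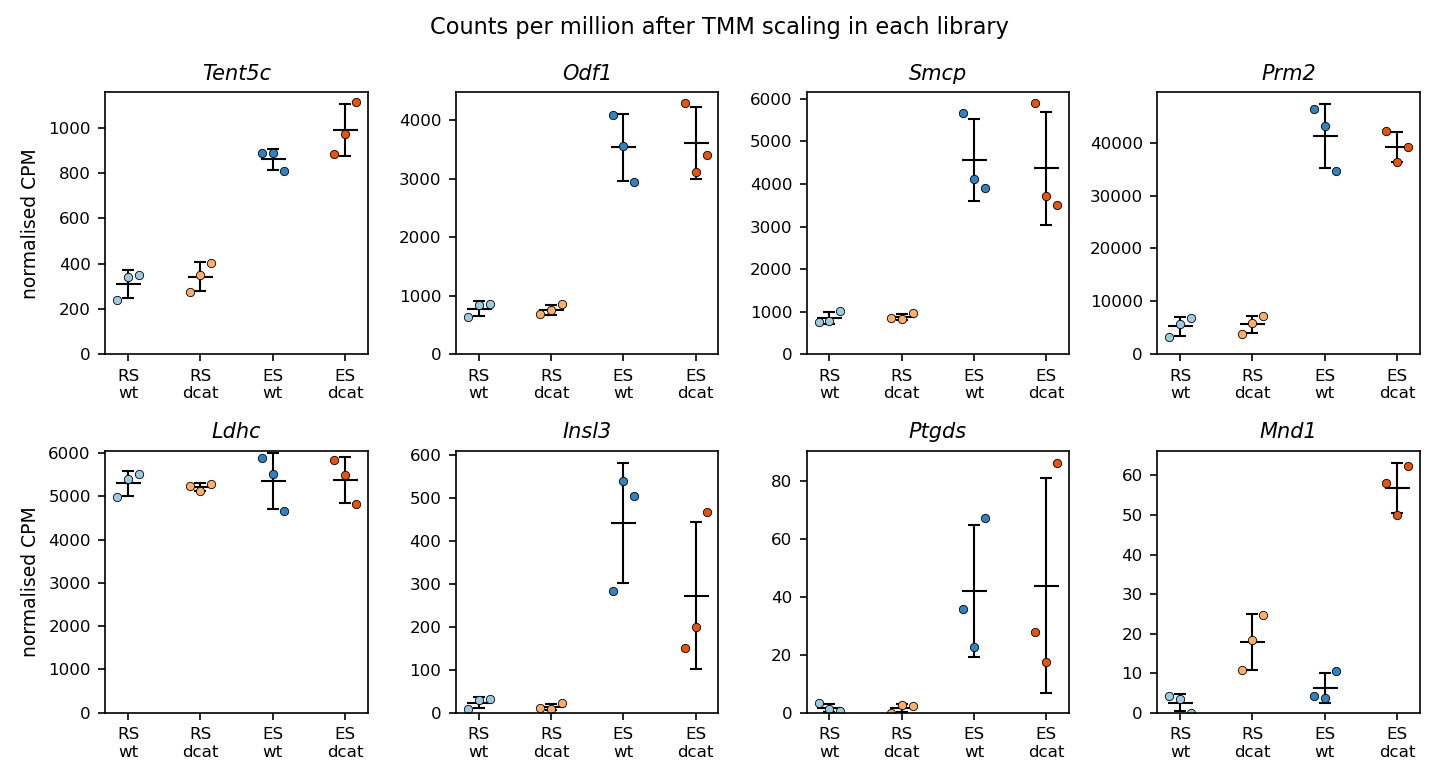
TMM-scaled CPM of 8 transcripts in each library, with points for replicates 1, 2 and 3 from left to right, a bar at the mean and whiskers of 1 SD (n = 3 per group). In ES, Mnd1 averaged 6.21 CPM in wt/wt and 56.8 CPM in dcat/dcat, while Odf1 averaged 3534 and 3610 CPM.

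In ES, the smallest p belonged to Mnd1 (unadjusted p 8.6e-05), with counts of 2, 2 and 3 in wt/wt and of 25, 20 and 37 in dcat/dcat. All ES wt/wt libraries were at or under the floor of 3 counts, so Mnd1 was at least 7.53-fold higher in dcat/dcat. It did not pass in the fit reported here. DESeq2 called it with an adjusted p of 0.0290, and so did counts summed by gene in the edgeR quasi-likelihood test (q 0.0372). In the other alternatives without a block, q was above 0.05. With the replicate number as a block Mnd1 passed (q 0.0176), as it did with a block within each stage (q 2.9e-04). Replicate numbers in ES did not meet the pairing criterion, and the block within each stage was added after the data had been seen. The authors' deposited table gave Mnd1 an adjusted p of 0.0623 and a log2 change of 3.33, and it held 0 contigs past 0.05 in either direction. The next contigs were Gask1b and Gmpr2, which did not pass. Gask1b (ENSMUST00000029567, chromosome 3 from 79885930 to 79946278) went from 21.1 ± 0.14 CPM to 56.3 ± 4.21 CPM (SD, n = 3). Its log2 difference was 1.42 (SE 0.334, unadjusted p 7.5e-04). The Gmpr2 contig, a retained intron, had 1 count in each ES dcat/dcat library and was at least 1.81-fold lower there. For the interaction, the smallest p belonged to Gml, Gmpr2 and Col20a1, with log2 values of 3.25, -2.72 and -1.85 and q of 0.99999 each.

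**Figure D3:**
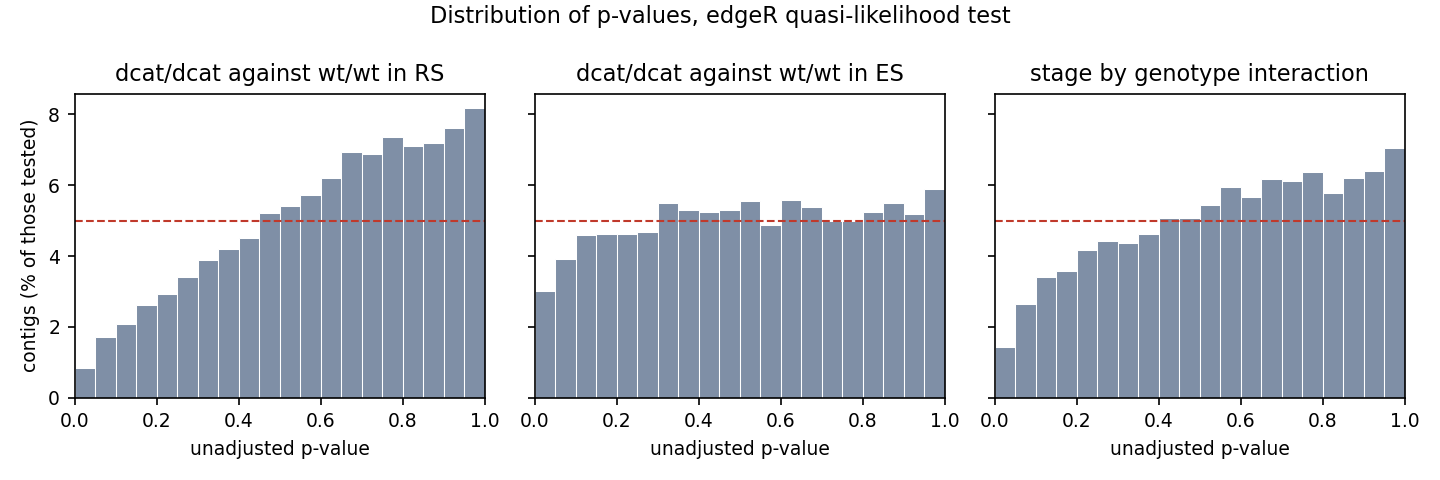
Share of 11831 contigs (percent) in each of 20 bins of unadjusted p-value, for dcat/dcat against wt/wt in RS, the same in ES, and the interaction, with a dashed line at the 5% per bin that no difference at all would give. The bin under 0.05 holds 98, 356 and 170 contigs, below the line in each comparison.

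Of the study's list, 0 of 37 contigs passed between genotypes in RS, in ES or in the interaction in the fit without a block, and 0 passed adjusted over the list alone. At an unadjusted p under 0.05 there were 0, 2 and 1. Log2 differences ranged from -0.85 to 0.60 in RS and from -0.92 to 0.69 in ES. For Odf1 in ES the difference was 0.03 (SE 0.174, unadjusted p 0.866), and for Smcp it was -0.06. Their direction depended on which library was left out. Prm2 differed by -0.08. Insl3 was at 443 ± 139 CPM in ES wt/wt and 273 ± 171 CPM in ES dcat/dcat (SD, n = 3). Its log2 difference was -0.68 (SE 0.436, unadjusted p 0.139). Ptgds differed by 0.20, and by -0.80 without ES dcat/dcat replicate 3. The Ccna1 contig differed by -0.92 (unadjusted p 0.0408), which did not pass. The less abundant Ccna1 contig ENSMUST00000198320 also differed by -0.92 (SE 0.289, unadjusted p 0.00651) and did not pass. These were the 2 contigs of the list under 0.05 in ES. Ccna1 contigs ENSMUST00000029368, ENSMUST00000198102 and ENSMUST00000199144 differed by -0.30, 0.06 and 0.33.

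Marker lists tested whether RNA of other testis cells was present in the sorted fractions. Leydig cells make steroids between the tubules, Sertoli cells nurse germ cells, and meiotic cells precede RS. In wt/wt, 8 Leydig contigs of 7 genes had a median log2 change of 4.17 from RS to ES, and 7 of 8 rose (camera q 4.7e-04 over 15 tests). All 8 Sertoli contigs of 6 genes rose, with a median of 3.36 (camera q 1.2e-04), or 3.28 with contigs at the floor set to their bound. In dcat/dcat, medians were 4.54 (q 6.1e-04), or 3.56 with bounds, and 3.67 (q 3.8e-05). The 26 meiotic contigs of 13 genes had medians of -0.76 and -0.59 and did not pass (camera q 0.132 for both). The estimated correlation moved these results most, to a smallest q of 0.323, so no camera call held under it. Under fry, the Leydig and Sertoli calls between stages held (q 2.7e-04 to 1.11e-03) and the meiotic list passed (q 0.00836). Between genotypes in ES, the Sertoli list was higher in dcat/dcat with a median of 0.37 in 7 of 8 contigs (camera q 0.0189), and its interaction had q 0.0417. Neither held under fry or an estimated correlation. Insl3 and Ptgds are in both the Leydig list and the study's list, as is Ccna1 in the meiotic list. With total counts only, the Leydig and Sertoli medians in wt/wt were 3.49 and 2.66.

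The 10 most abundant contigs took 6.91 ± 1.34% of counts in RS wt/wt and 7.06 ± 1.02% in RS dcat/dcat (SD, n = 3). In ES they took 20.6 ± 1.72% and 20.3 ± 0.859% (SD, n = 3). The difference between stages was 13.5 percentage points, in 6 of 6 pairs, and the exact two-sided permutation test gave p 0.005, the smallest it can give (q 0.02 over 4 tests). Prm1 alone took 7.77 ± 0.674% of ES wt/wt counts and 1.48 ± 0.532% of RS wt/wt counts (SD, n = 3). Genotypes differed by -0.0654 points (exact permutation p 0.945).

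Repeat contigs took 1.23 ± 0.0486% of counts in RS wt/wt and 1.29 ± 0.0348% in ES wt/wt (SD, n = 3). The share was 0.0489 points higher in ES in 4 of 6 pairs, with an exact permutation p of 0.045 that did not pass adjustment (q 0.09). In 8 of the 12 fits that each left out 1 library, p rose above 0.05. Counted outside each library's 10 most abundant contigs, the difference was 0.284 points with an exact permutation p of 0.005. Between genotypes the share differed by -0.0400 points in 5 of 6 pairs (exact permutation p 0.085, q 0.113).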

Values the study reported

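The study reported that sorting gates for round and for elongated spermatids were each enriched to more than 80% of the intended cells. It reported a shorter mean poly(A) tail in elongated than in round spermatids for 2362 of 5290 captured transcripts, more than 44%. For transcript abundance by sequencing, it reported no significant difference between Tent5c dcat/dcat and wild-type cells in either stage. By RNA FISH on testis sections, it could not detect Odf1 mRNA aggregates in dcat/dcat spermatids of the last step. At most other stages the Odf1 signal was comparable between genotypes. It proposed that sequencing of the sorted fractions likely lacked the sensitivity and stage resolution to show a loss at that step.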

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

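The tests below that count direction by chance were chosen before the values were seen, and the sums by gene only afterwards. Among 27 contig results looked at, 4 had a genotype difference that went one way in every RS pair of same-numbered libraries and the opposite way in every ES pair. Chance gives this in 1 of 32 contigs, or 0.844 of 27. Of these 4, Gmpr2, Gml and Col20a1 were named for a small interaction p, so they are not independent of the pattern. Among all tested contigs, 342 (2.89%) showed it, where chance direction of the pairs gives 3.13%, so chance may account for its frequency.

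Wdr64 (ENSMUST00000094288) differed between dcat/dcat and wt/wt by 0.60 in RS and -0.16 in ES, an interaction of -0.75 on the log2 scale. The interaction had an unadjusted p of 0.0681 and a q of 0.99999, so it did not pass. Summed over the 3 contigs of the gene the interaction was -0.65 (unadjusted p 0.0800) and the directions stayed opposite. This argues against placement of reads among contigs of the gene as the whole cause. Chance direction, at 2.89% of contigs, remains open, as does a genotype effect that differs by stage.

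The Gmpr2 contig (ENSMUST00000226735) had an interaction of -2.72, from 0.26 in RS and -2.46 in ES, and the Col20a1 contig (ENSMUST00000155425) had -1.85, from 1.35 and -0.50. Their unadjusted p-values were 0.00108 and 0.00178, and q was 0.99999 for both. Summed by gene, the interaction was -0.92 for Gmpr2 and -0.28 for Col20a1, and in neither did every pair still go opposite ways in RS and ES. The fitted sums were both negative for Gmpr2 and still of opposite sign for Col20a1 (0.02 in RS and -0.27 in ES). Placement of reads among contigs of one gene may therefore contribute. Gmpr2 had 1 count in each ES dcat/dcat library, so its fitted ES value rests on counts under the floor.

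The Gml contig (ENSMUST00000164026, chromosome 15 from 74813454 to 74818815, GRCm38) had an interaction of 3.25, from -1.28 in RS and 1.98 in ES (unadjusted p 5.6e-04, q 0.99999). Counts were 12, 5 and 12 in RS wt/wt against 1, 4 and 4 in RS dcat/dcat, and 2, 3 and 1 in ES wt/wt against 6, 8 and 13 in ES dcat/dcat. All ES wt/wt libraries were at or under 3 counts. Gml had 1 tested contig, so placement among contigs was not tested for it, and chance direction (2.89% of contigs) remains open.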

How the results depend on the processing

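The splits of libraries and the tests with a block within each stage were chosen only after results were seen, and so were the block for marker lists and the block within each stage for the study's genes. The number of ES against RS calls stayed within 1.5 times the reported number under most alternatives, with 2 exceptions. With total counts only, 7364 contigs passed in wt/wt, and 26.5% of them were higher in ES. With at least 10 counts in every library, 2588 passed in wt/wt and 2562 in dcat/dcat, because only 3719 contigs were tested. Leaving out 1 library gave 3332 to 4449 calls in wt/wt, the lowest without ES wt/wt replicate 2, where 71.9% were higher in ES. Without ES wt/wt replicate 1, 69.6% were higher. In dcat/dcat the range was 3594 to 4554. For ES against RS, 1 of the 10 splits of the 6 libraries gave as many calls in wt/wt, and 1 of 10 in dcat/dcat, in both cases the real one. With 10 splits the share cannot go under 0.1.

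Between genotypes, 0 contigs passed in RS and ES in the reported fits, beside 98 and 356 at an unadjusted p under 0.05 (up to 241 without RS dcat/dcat replicate 1 and 943 without ES dcat/dcat replicate 1), so 10 of 10 splits gave as many in each stage. In ES, 1 other split gave 238 calls. For the interaction, all 100 splits drawn gave as many as 0, and 8 others gave more, up to 1027. In RS, the replicate block gave 3 calls and a block within each stage gave 5. These were B4A_dup6413, Mnd1, Rps3a3 and Nek7, which were higher in dcat/dcat, and ORR1B1_dup2496, which was lower, all named after their values were seen. In ES, where replicate numbers did not pass the pairing criterion (r of 0.454, 0.306 and 0.0336), the DESeq2 Wald test, sums by gene and the replicate block each gave 1 call, Mnd1, and a block within each stage gave 12. Of the study's list, 2 contigs were among these, where the reported fit called 0. Insl3 was lower in dcat/dcat by -0.77 (q 0.0227, against q 0.678 with the replicate block), and the less abundant Smcp contig ENSMUST00000194965 was higher by 0.58 (q 0.0227, against q 0.770). Over contigs with a mean log2 CPM above 6, r was 0.751, 0.572 and 0.122, so pairing in ES depends on the contigs used. If the numbers follow the study's sorting sessions, which is not stated, libraries would be paired in ES and in wt/wt between stages too. In wt/wt between stages, r was 0.403, 0.363 and -0.0945, and the block gave 6105 calls. With the block, 1 of the 4 swaps within replicate numbers gave as many calls in RS, and 1 of 4 in ES, the real one. In the paired comparisons the block changed no other call count by over 1.5 times (6145 calls in dcat/dcat between stages). Leaving out any 1 library left 0 calls between genotypes in RS, in ES and in the interaction. The cause of these changes was not tested.

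Of 54 contig results, 13 changed direction or call in an alternative run for them. Of these, B4A_dup6413, Mnd1 and Nek7 in RS and Mnd1 and Insl3 in ES went past the threshold, and Odc1 and Ccna1 lost their calls when some libraries were left out. With total counts only, Ldhc (-0.70), Papolb (-0.61) and Odc1 (-0.12) fell from RS to ES in wt/wt, since that scaling shifts all contigs down. Leaving out 1 library moved Ldhc from -0.0375 to 0.139, the lowest without RS wt/wt replicate 1. In ES between genotypes, it moved Odf1 from -0.11 (without ES dcat/dcat replicate 1) to 0.14, and Smcp from -0.34 to 0.12 (without ES wt/wt replicate 1). Summed by gene, Smcp differed by 0.0711. Ptgds ran from -0.80 (without ES dcat/dcat replicate 3) to 0.62. In RS, Tent5c ran from -0.0206 (without RS wt/wt replicate 1) to 0.29. Study genes were followed singly in wt/wt between stages, and between genotypes in ES for 6 genes and in RS for Tent5c, a narrowing made after values were seen. Summed by gene, 16 of the study's genes passed in wt/wt and 17 in dcat/dcat, since 18 units were tested in place of 37.

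With an estimated correlation, the Leydig and Sertoli lists no longer passed between stages in either genotype (q 0.323 in all 4 cases). Under fry the meiotic list passed in both genotypes (q 0.00836). The Sertoli list between genotypes in ES did not pass with an estimated correlation (q 0.413) or under fry (q 0.440), and with the block it had q 0.0202. Its interaction had q 0.465, 0.695 and 0.0560 in the same order. Directions of lists that did not pass reversed in 6 cases. Without a filter these were the Sertoli list in RS and the meiotic interaction (both q 0.9903). With the block they were the Sertoli list in RS (q 0.906), the meiotic list in RS (q 0.938) and in ES (q 0.906), and the meiotic interaction (q 0.906). The cause was not tested.

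The repeat share difference between stages ran from 0.0389 points (without ES wt/wt replicate 2) to 0.0626 (without RS wt/wt replicate 3) across the 12 fits that each left out 1 library. Between genotypes it ran from -0.0493 (without RS wt/wt replicate 1, exact permutation p 0.04) to -0.0262. The top 10 share between genotypes ran from -0.476 (without ES wt/wt replicate 3) to 0.381 (without ES wt/wt replicate 2), and its direction reversed in 5 of the 12 fits. The cause was not tested. Depth limits contigs at or under 3 counts in every library of a group, such as Mnd1 and Gmpr2 in ES, to a bound on the change.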

Other observations

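The tests of explanations in this part were chosen after the results were seen, except the identity of Rps3a3 to Rps3a1. Some of them reuse values from fits, lists and alternatives that were set beforehand. The share of contigs at an unadjusted p under 0.05 between genotypes was 0.828% in RS and 3.01% in ES, below the 5% that no difference gives. This depended on 1 library in ES, where the share was 8.02% without ES dcat/dcat replicate 1. In RS, leaving out 1 library gave at most 2.06%, without RS dcat/dcat replicate 1. The common dispersion fell from 0.0637 to 0.0177 with the replicate number as a block, and the shares rose to 2.76% and 6.20%. Variation shared by same-numbered libraries may thus inflate the residual spread. Low counts are not the whole cause, since among contigs with a mean of at least 100 counts 1.75% were under 0.05 in ES, against 3.18% of the others.

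Deviations of replicate 1 from its group mean correlated between genotypes in RS with r 0.696 across contigs, which are not independent replicates. After removal of a trend with transcript length r was 0.706, and with GC content 0.708, over the 93.9% of contigs with these values. With every library thinned to the smallest total r was 0.353, which argues against depth as the whole cause, although thinning adds noise. Among contigs changing by under 0.25 (log2) between stages r was 0.688. This cannot decide on a different mix of spermatid steps, since such contigs may still vary among steps within the RS fraction. For genes with 1 tested contig r was 0.484, so placement of reads among tested contigs cannot explain these. Placement on transcripts outside the tested contigs was not examined and stays open. For genes with several tested contigs, placement among them may contribute, since summing by gene lowered the common dispersion from 0.0637 to 0.0240. The study's methods state that RNA of an experiment was extracted in parallel and that replicates of a condition shared runs, but also that barcodes in these libraries marked RNA ends. What a replicate number stands for is not stated, and no other biological explanation was tested.

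Somatic marker lists were higher in ES than in RS. Library scaling is not the cause, since the Leydig median in wt/wt was 3.49 with total counts only. Leydig RNA alone does not account for it, since the Sertoli median was 3.36. Only 2 of the 12 myeloid genes had a contig, and the median of these was 4.24. Cd74 went from 1.19 to 70.3 CPM and C1qb from 5.73 to 46.1 CPM. The peritubular list, with 2 contigs of Sparc, had a median of 3.29, or 2.70 with bounds. The most abundant markers in ES wt/wt were Insl3 at 443 CPM among Leydig and Aard at 83.3 CPM among Sertoli contigs. RNA of somatic testis cells in the ES fraction is a candidate explanation. Fdx1, the Leydig contig that did not rise, was already at 63.0 CPM in RS wt/wt. A second Leydig list had a median of 0.30 over 7 contigs of 3 genes, or -0.42 with total counts only. Scarb1 and Gramd1b in it were already present in RS. Mgst1, also in it, had counts of 1, 0 and 6 in RS wt/wt and rose by 3.51 (q 0.00332), and by 3.52 in dcat/dcat (q 0.00314), as most of the first Leydig list did. Of the 2 Scarb1 contigs, ENSMUST00000086075 rose by 1.83 in wt/wt (q 0.0120) and by 0.88 in dcat/dcat (q 0.221). With 2 of 7 contigs passing in wt/wt, whether Leydig cells are among the sources stays open. Expression of these genes in spermatids was not tested apart from this.

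Insl3 was lower in dcat/dcat than in wt/wt in ES by -0.68, while 6 other Leydig contigs had a median of 0.17. Fdx1 was left out of these because it was already present in RS, and with it the median was 0.13. With a block within each stage, Insl3 passed (-0.77, q 0.0227). Without ES dcat/dcat replicate 3, Insl3 was at -1.34 and the others at -0.80 over 5 contigs, or -0.62 with Fdx1. Insl3 counts per count of the 6 contigs were 1.94, 2.25 and 1.34 in wt/wt and 1.444, 0.930 and 0.855 in dcat/dcat. With Fdx1 they were 1.40, 1.80 and 1.19 against 1.08, 0.741 and 0.778. The ratio to the 6 contigs was lower in dcat/dcat in 3 of 3 same-numbered pairs, though 1.444 in dcat/dcat lay above 1.34 in wt/wt. With Fdx1 the genotypes did not overlap. Less Leydig RNA alone would not lower this ratio. In busulfan-treated testes, the study reported lower Insl3 transcript levels in Tent5c mutants. Less Leydig RNA in the dcat/dcat libraries and a genotype effect on Insl3 were still not told apart here. The median depends on 1 library, and replicate numbers in ES did not pass the pairing criterion.

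Mnd1 and Gask1b lie on chromosome 3, as Tent5c does. A segment carried along with the edited allele could raise both. Within 25 Mb of Tent5c, 2.55% of 274 contigs had an unadjusted p under 0.05 in RS with the block, against 2.60% of 10826 elsewhere. Over 6 such tests the smallest p was 0.0156 (12.8% against 8.44% in ES, with a block within each stage), with q 0.0938. A segment that changes few genes stays open, since the test counts all contigs of the window.

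With the block, 30 contigs had an unadjusted p under 0.05 in both stages in the same direction, 20 higher and 10 lower in dcat/dcat. Swapping the genotypes within 1 replicate number gave 20, 8 and 7 such contigs. Of the 30, 3 lay within 25 Mb of Tent5c (Gask1b, Mnd1 and Gatb). Whether differences between the mouse pools rather than genotypes could give these contigs stays open, because 4 arrangements are too few.

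Rps3a3 had counts only in dcat/dcat replicates 2 and 3 of both stages (11 and 17 in RS, 10 and 7 in ES). Its transcript is 98.9% identical to that of Rps3a1, which lies on chromosome 3 from 86137940 to 86142702. The wt/wt libraries held 873 reads of Rps3a1 and 0 of Rps3a3, and the dcat/dcat libraries 854 and 45. Placement of Rps3a1 reads on the copy at one rate in every library would give 22.7 reads in wt/wt, which the 0 excludes. Placement that differs between libraries, as a sequence difference between the mice could bring about, and expression of the copy stay open, since counts do not show sequence.

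The authors' deposited table for ES against RS in wt/wt held 2812 contigs higher and 1474 lower of 12110, with log2 values equal to a DESeq2 fit of all 12 libraries. For genotypes, the values in the authors' deposited table equalled fits of 6 libraries. With 12 libraries the adjusted p of Mnd1 in ES was 0.0304, against 0.0623 in the authors' deposited table.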
